# Genetic and sex-specific regulation of mitochondrial function in gonadal and inguinal adipose tissue

**DOI:** 10.1016/j.molmet.2025.102227

**Published:** 2025-08-05

**Authors:** Dorota Kaminska, Calvin Pan, Laurent Vergnes, Ashlyn Ro, Gurugowtham Ulaganathan, Aldons J. Lusis

**Keywords:** iWAT, gWAT, Mitochondria, Metabolism, Sex

## Abstract

**Objective:**

Sex differences in adipose tissue impact metabolic health, but the underlying molecular mechanisms remain unclear. We previously identified a female-specific chr17 *trans*-eQTL hotspot regulating mitochondrial gene expression in gonadal white adipose tissue (gWAT). Here, we tested whether iWAT contributes comparably to sex differences in mitochondrial function and futile cycling.

**Methods:**

We analyzed iWAT and gWAT from male and female mice across 58 genetically diverse Hybrid Mouse Diversity Panel (HMDP) strains fed a high-fat, high-sucrose diet. We assessed mitochondrial DNA (mtDNA), oxidative phosphorylation (OXPHOS) and futile cycle gene expression, performed genetic mapping, and measured respiration.

**Results:**

In gWAT, females showed higher mtDNA, OXPHOS expression, and a female-specific chr17 trans-eQTL, correlating with metabolic traits. In contrast, iWAT lacked this hotspot and showed higher mtDNA, OXPHOS expression, and respiration in males. Lipid cycling genes (*Lipe*, *Mgll*, *Pnpla2*) were elevated in male iWAT, while *Mpc1*, *Mpc2*, and *Pck1* were enriched in female gWAT. *Ucp1* was higher in female gWAT but not sex-biased in iWAT. *Alpl* (TNAP), key creatine cycling gene, was upregulated in females in both depots, particularly in iWAT.

**Conclusions:**

Female gWAT shows genetically driven mitochondrial regulation linked to metabolic protection, whereas male iWAT has higher mitochondrial content, OXPHOS expression, and respiration. Elevated lipolytic enzymes in male iWAT suggest greater FFA release, while higher pyruvate import and glyceroneogenesis genes in female gWAT favor FFA recycling. *Alpl* upregulation in females indicates sex-biased UCP1-independent thermogenesis. These depot- and sex-specific signatures reflect distinct metabolic strategies and highlight the need to consider both in adipose research.

## Highlights

• Opposing patterns in gWAT and iWAT, with higher mtDNA, OXPHOS, and respiration in female gWAT and male iWAT.
• iWAT lacks the female chr17 *Ndufv2* trans-eQTL hotspot found in gWAT.
• Male iWAT is enriched for *Lipe*, *Mgll*, *Pnpla2*, suggesting greater lipid cycling.
• Female iWAT is enriched for *Alpl*, supporting UCP1-independent creatine thermogenesis.

## 1 Introduction

Adipose tissue is a heterogeneous and dynamic metabolic organ essential for energy storage, thermoregulation, and endocrine signaling. White adipose tissue (WAT), the primary energy storage site, is anatomically and functionally heterogeneous, with distinct depots contributing differently to metabolic health. In humans, subcutaneous fat is primarily localized in the abdominal, gluteal, and femoral regions, whereas in mice, the inguinal white adipose tissue (iWAT) is the principal subcutaneous fat pad and corresponds anatomically to the large gluteofemoral subcutaneous depot in humans [1]. Conversely, omental fat is the main visceral depot in humans but it is negligible in mice. In mice gonadal white adipose tissue (gWAT) serves the main visceral depot in mice, though it lacks a direct human counterpart [1,2].

Obesity is closely linked to a range of cardiometabolic disorders, including insulin resistance, type 2 diabetes, and metabolic dysfunction-associated steatotic liver disease (MASLD), formerly known as non-alcoholic fatty liver disease (NAFLD). Notably, the incidence and severity of these disorders differ markedly between sexes, with females generally exhibiting a more favorable metabolic profile than males. Sex differences in adiposity and fat distribution underlie variations in cardiometabolic risk, with visceral fat accumulation (more common in males) being more strongly associated with metabolic dysfunction, while subcutaneous adipose tissue, particularly in gluteofemoral regions (seen more in females), is considered to be protective [3].

Our prior work demonstrated that female gWAT exhibits higher mitochondrial content, elevated expression of oxidative phosphorylation (OXPHOS) genes, and enhanced oxidative capacity-all under genetic regulation by a female-specific *trans*-eQTL hotspot on chromosome 17 [4]. *Trans*-eQTL hotspots are genomic loci where genetic variants influence the expression of multiple genes located on other chromosomes, often pointing to central regulators. The chromosome 17 hotspot identified in gWAT affected a broad network of mitochondrial genes, suggesting coordination by a key upstream factor with sex-specific effects. *Ndufv2*, a core subunit of mitochondrial complex I, was identified as the causal effector gene at this locus [4]. These findings suggest that sex-specific genetic regulation of mitochondrial function in female adipose tissue may contribute to a more favorable metabolic profile. However, whether similar regulatory mechanisms exist in other depots remains unclear.

Mitochondrial gene expression exhibits marked tissue as well as sex specificity, as shown across various metabolically active tissues in recent animal studies [[5], [6], [7], [8], [9], [10], [11]]. These findings underscore the importance of examining depot-specific and sex-specific regulation in adipose tissue, which plays a key role in systemic energy metabolism. iWAT, in particular, is more prone to beiging than gWAT in response to cold exposure or exercise, suggesting it may have unique thermogenic and metabolic potential [12,13]. However, it remains unknown whether the sex-specific mitochondrial regulation previously observed in gWAT also applies to iWAT, and how the depot-specific differences in mitochondrial function may contribute to sex differences in systemic metabolic traits.

Given the established browning potential of iWAT and its proposed metabolic benefits [14,15] we hypothesized that it may also contribute to female metabolic advantage. Using the same panel of Hybrid Mouse Diversity Panel (HMDP) strains, we aimed to systematically compare mitochondrial function, gene expression, and genetic regulation in gWAT and iWAT, and to assess their potential contributions to sex-specific differences in metabolic traits.

## 2 Methods

### 2.1 Mouse cohort and diet

All mice used in this study were obtained from The Jackson Laboratory and subsequently bred in-house at UCLA. They were housed in an Institutional Animal Care and Use Committee (IACUC)-approved vivarium under controlled environmental conditions, including a 14-hour light/10-hour dark cycle (lights on from 06:00 to 20:00), temperature of 25 °C, and 30–70% relative humidity, with daily health monitoring to ensure animal welfare. All animal procedures were conducted in accordance with protocols approved by IACUC at UCLA (protocol #92-169).

The Hybrid Mouse Diversity Panel (HMDP) study design has been described in detail previously [16,17]. For this study, we analyzed 58 inbred HMDP strains for which matched male and female mice were available, each with paired gonadal (gWAT) and inguinal (iWAT) adipose tissue samples. Mice were maintained on a standard chow diet (Ralston Purina Company) until 8 weeks of age, then switched to a high-fat, high-sucrose (HF/HS) diet (Research Diets D12266B; 16.8% protein, 51.4% carbohydrates, 31.8% fat) for 8 weeks prior to tissue collection. On the day of tissue collection, mice were euthanized following a 4-hour fast, in accordance with approved institutional protocols.

All analyses were conducted using matched male and female samples from 58 HMDP strains (i.e., 58 males and 58 females) for both gonadal and inguinal adipose tissues. For eQTL mapping, a larger set of available strains was used to maximize statistical power: 103 female and 112 male strains for gWAT, and 67 female and 74 male strains for iWAT.

### 2.2 Mitochondrial DNA and gene expression analyses

Mitochondrial DNA (mtDNA) copy number was quantified by qPCR using a Roche LightCycler 480 with primers targeting the mitochondrial *D-loop* region (Forward: AATCTACCATCCTCCGTGAAACC; Reverse: TCAGTTTAGCTACCCCCAAGTTTAA) and normalized to the nuclear gene *Tert* (Forward: CTAGCTCATGTGTCAAGACCCTCTT; Reverse: GCCAGCACGTTTCTCTCGTT) [4]. gWAT expression was analyzed using Affymetrix HT_MG430A microarray [4], whereas the iWAT RNA-seq libraries were 100 bp paired-end, stranded, and sequenced to an average depth of 43 million reads per sample (1-4 samples per sex per strain). Transcript abundance was quantified using kallisto against the Ensembl release 97 transcriptome based on the Mus musculus GRCm38/mm10 reference genome. Kallisto output was imported into R using tximport to generate gene-level count estimates for downstream analysis. Differential gene expression analysis was performed using limma with the model ∼ Strain + Sex to identify main effects of sex across genetically diverse strains; interaction terms were not included, as the focus was on consistent sex differences rather than strain-specific interactions. Batch effects were evaluated and found to be negligible. Expression of mitochondrial genes was evaluated across MitoCarta3.0 mitochondrial transcripts.

### 2.3 Genetic mapping

Genotypic data for the mouse strains were generated using the Mouse Diversity Array as previously described [18]. Following quality control procedures and exclusion of variants with missing genotype information, approximately 200,000 high-quality single nucleotide polymorphisms (SNPs) were retained for analysis. The expression quantitative trait loci (eQTL) mapping was performed using FaST-LMM, incorporating a kinship matrix to control for population structure and relatedness. A leave-one-chromosome-out strategy was used to reduce proximal contamination. The genome-wide significance threshold was defined using empirical permutations, following the approach outlined in Kang et al. [19].

To increase statistical power for detecting genetic regulators of mitochondrial function, eQTL mapping of mitochondrial-related transcripts was performed in both gWAT and iWAT across HMDP strains. The analysis included 103 female and 112 male strains for gWAT, and 67 female and 74 male strains for iWAT. *Cis*-eQTLs were defined as SNPs within 1 Mb of the target gene; *trans*-eQTLs were mapped genome-wide. We focused on identifying *trans*-eQTL hotspots and tested for sex-specific effects.

### 2.4 Respirometry from frozen tissue

Mitochondrial respiration in frozen samples was performed on frozen adipose biopsies from SWR/J mice (*n* = 3 per sex per depot; 12 samples total) [20]. Briefly, the oxygen consumption rate was measured for complexes I (1 mM NADH), II (5 mM succinate), and IV (0.5 mM TMPD) in presence of 10 μg/ml cytochrome c in MAS (with 0.2% BSA) in a Seahorse Bioscience XF96 instrument.

### 2.5 Phenotype associations

Metabolic traits, including body weight, gWAT and iWAT mass, insulin, and HOMA-IR, were collected as previously described [16]. To assess associations between mitochondrial copy number and metabolic traits, we used Spearman rank correlation, a non-parametric method that does not assume a linear relationship or normal distribution and is less sensitive to outliers than parametric alternatives such as Pearson correlation.

## 3 Results

### 3.1 Male mice exhibit a more adverse metabolic profile despite comparable adiposity and fat distribution

We first compared the overall metabolic status of male and female mice across 58 matched HMDP strains. While body fat percentage did not differ significantly between sexes (*p = 0.162*), males displayed a markedly more adverse metabolic profile. Fasting glucose was approximately 14% higher in males (*p < 0.001*), while insulin and HOMA-IR levels were elevated by over 140% and 170%, respectively (*p < 0.001 for both*), consistent with greater insulin resistance. Circulating lipids were also significantly elevated in males, with total cholesterol, HDL, and LDL increased by ∼48%, ∼54%, and ∼39%, respectively (*p < 0.001 for all*). Triglyceride levels were 24% higher in males (*p = 0.003*). Liver triglyceride content was nearly double in males compared to females (*p < 0.001*). In contrast, free fatty acid levels were comparable between sexes (*p* = 0.229). Median values and interquartile ranges for all traits are reported in Table 1. Moreover, we observed no clear sex differences in the relative distribution of iWAT (subcutaneous) or gWAT (visceral) fat depots (*gWAT: p = 0.160; iWAT: p = 0.933*) (Figure 1A), suggesting that total or depot-specific fat mass alone does not explain the observed sex-specific metabolic differences.

**Table 1:** Metabolic phenotypes in female and male mice from 58 matched inbred strains of the HMDP fed a high-fat, high-sucrose (HF/HS) diet.

Trait	Female	Male	*p*-value
Body fat (%)	30.2 [21.0, 36.6]	31.3 [27.1, 35.9]	0.162
Glucose (mg/dl)	198.7 [176.3, 219.3]	227.1 [191.9, 301.9]	<0.001
Insulin (pg/ml)	1339.8 [922.5, 2354.5]	3308.8 [2044.2, 5715.1]	<0.001
HOMA-IR	16.3 [8.9, 25.7]	45.1 [27.6, 89.8]	<0.001
Total cholesterol (mg/dl)	135.5 [114.4, 171.1]	200.1 [173.5, 224.5]	<0.001
HDL (mg/dl)	103.0 [89.8, 135.9]	158.6 [135.4, 179.8]	<0.001
LDL (mg/dl)	29.6 [24.8, 36.3]	41.2 [35.6, 47.5]	<0.001
Triglycerides (mg/dl)	38.2 [27.7, 50.8]	47.5 [38.4, 69.1]	0.003
FFA (mg/dl)	37.5 [33.3, 42.7]	37.3 [32.1, 41.2]	0.229
Liver triglycerides (mg/dl)	36.9 [26.7, 56.2]	73.4 [41.0, 109.1]	<0.001

Values are presented as median and interquartile range; *p* values reflect paired Wilcoxon signed-rank tests.

**Figure 1:**
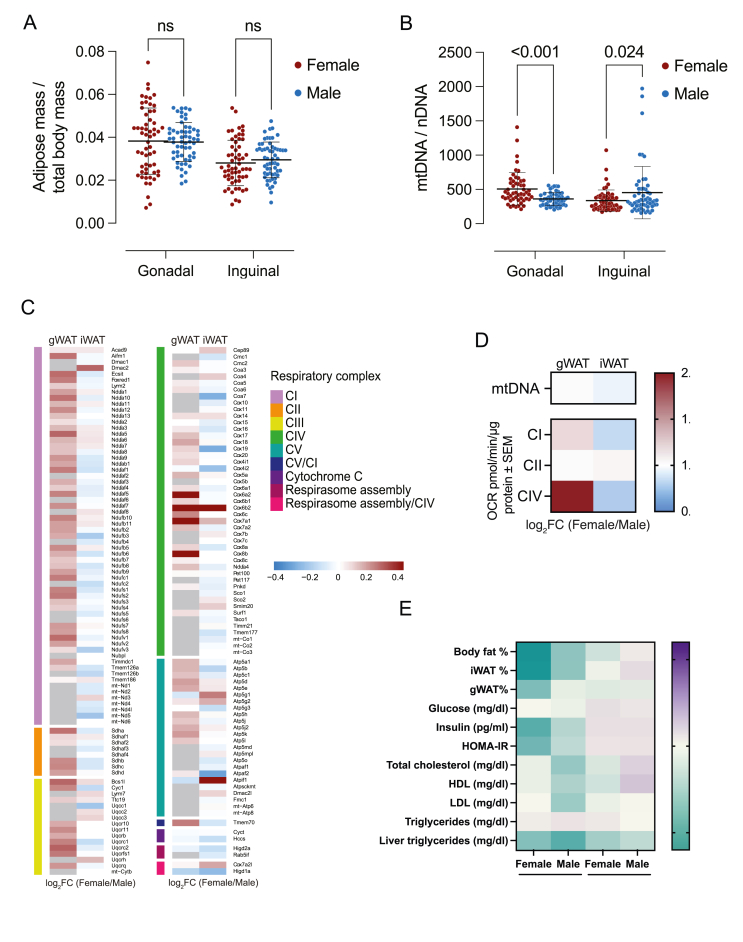
**Sex- and depot-specific differences in adiposity, mitochondrial content, and function across 58 HMDP strains. (A)** Relative adiposity of gWAT and iWAT depots (adipose mass/total body mass) in matched female and male mice. Paired Wilcoxon signed-rank tests were used. **(B)** Mitochondrial DNA (mtDNA) copy number in iWAT and gWAT, stratified by sex. Paired Wilcoxon signed-rank tests were used. **(C)** Heatmap showing sex differences in the expression of genes in the oxidative phosphorylation (OXPHOS) pathway. Differential expression was analyzed using limma with the model ∼ Strain + Sex to account for paired comparisons across matched strains. Values represent log_2_ fold change (female vs. male) in iWAT and gWAT. Red indicates higher expression in females; blue indicates higher expression in males; grey denotes genes not measured (gWAT) or not detected (iWAT). **(D)** Heatmap showing sex differences in mitochondrial respiration between gWAT and iWAT in SWR/J mice. Values represent log_2_ fold change (female vs. male) in mitochondrial respiration. Red indicates higher respiration in females; blue indicates higher respiration in males. Data are based on *n* = 3 males and *n* = 3 females per depot. **(E)** Correlation heatmap of mtDNA levels in gWAT and iWAT with metabolic traits. Traits and mtDNA values were log-transformed as needed to achieve normal distribution. Spearman’s correlation coefficients (rho) are shown separately for females and males. ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001. (For interpretation of the references to colour in this figure legend, the reader is referred to the Web version of this article.)

### 3.2 iWAT shows higher mitochondrial content in males, while females have higher mitochondrial content in gWAT

Building on our previous findings that females exhibit higher mitochondrial DNA (mtDNA) content in gWAT (*p < 0.001*), we next assessed mtDNA abundance in iWAT. In contrast to gWAT, males showed significantly higher mtDNA levels in iWAT compared to females (*p* = *0.024*; Figure 1B), indicating a depot-specific reversal in mitochondrial abundance. These results highlight that sex differences in mitochondrial content are not uniform across depots and suggest distinct regulatory mechanisms in iWAT vs. gWAT.

### 3.3 OXPHOS gene expression and mitochondrial respiration are female-biased in gWAT but male-biased in iWAT

To assess sex differences in mitochondrial gene expression, we analyzed transcripts encoding subunits of the oxidative phosphorylation (OXPHOS) complexes across fat depots. 

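The iWAT expression data are RNA-seq libraries from the Hybrid Mouse Diversity Panel (HMDP), a collection of inbred mouse strains. They comprise 67 female and 74 male libraries from 82 strains, with 1 library per sex and strain. Both sexes were sequenced in 59 strains, and comparisons between the sexes use these. The paper gives 58 matched strains and 1-4 samples per sex per strain, and its text does not name the strains. All mice were on the HF/HS diet for 8 weeks from 8 weeks of age and were fasted for 4 h before tissue collection. The authors quantified the reads with kallisto against the Ensembl release 97 transcriptome of GRCm38 and summed transcripts to genes with tximport. Their tables hold estimated counts and TPM values, which correct for transcript length and library total, for 36558 genes.

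In the 59 matched strains, the estimated counts per library ranged from 20785244 to 39543043 in females (median 30147986) and from 20568201 to 78562648 in males (median 30937774). Over all libraries they ranged from 6269154 to 39543043 in the 67 females (median 29991452) and from 11747373 to 78562648 in the 74 males (median 30770100). Their mean over all libraries was 30642882 ± 6413181 (SD). The paper gives an average depth of 43 M reads per sample, and the tests use the counts. At the median depth of the matched libraries, 3 counts, taken as the floor of detection, correspond to 0.0987 CPM. This floor covers counting error only, since reads from amplified libraries are not independent molecules.

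Estimated counts were rounded to whole numbers and scaled with edgeR's TMM method, and expression is given as CPM, the count divided by the scaled library total. Genes too low to test were removed with its filterByExpr function, which left 16767 genes. Sex differences were tested with edgeR's quasi-likelihood test in the model ~ Strain + Sex, and p-values were adjusted with the Benjamini-Hochberg method. Every log2FC is female vs. male, so that negative values stand for higher expression in males. Over the genes tested, the deviations of the female and male library of a strain from the mean of their sex had a mean correlation of 0.41, against -0.0071 between libraries of different strains (permutation test, p = 0.0001, the smallest that 10000 resamples can give). With strain left out of the model (no replicate block), 4187 genes were lower and 4219 higher in females at an adjusted p under 0.05, compared with 5030 and 4774 with strain in it. The scaling also moved these counts. With library totals in place of TMM, 2806 genes were lower and 7512 higher, and the median log2FC of all genes tested was 0.12 in place of 0.011.

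The sex labels were checked with the Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*. For this check, CPM is the estimated count divided by the library total without TMM scaling. Their summed expression was between 5.66 and 35.7 CPM in 65 libraries labelled female and between 164 and 581 CPM in 73 libraries labelled male. The library labelled male of NZW/LacJ had 9.36 CPM, and the libraries labelled female of BXD34/TyJ and BXD69/RwwJ had 794 and 372 CPM. In BXD34/TyJ the sum came from *Uty* and *Kdm5d*, while *Ddx3y*, at 2.28 CPM, was within the range of the libraries labelled female (at most 2.41 CPM). *Eif2s3y*, at 3.67 CPM, was above that range (at most 1.32 CPM) and below that of the libraries labelled male (at least 24.6 CPM). No library was relabelled. NZW/LacJ is among the 59 matched strains, and the other 2 strains are not.

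**Figure D1:**
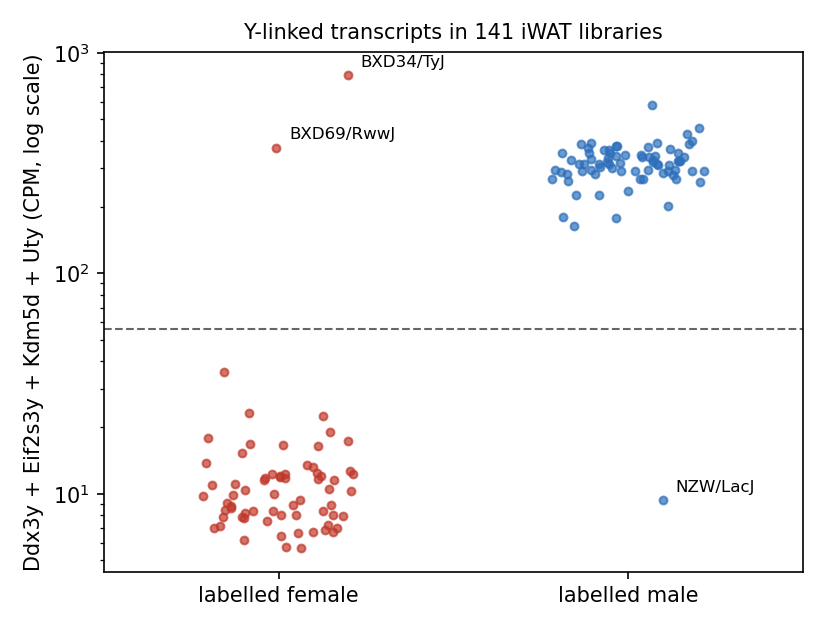
Summed expression of 4 Y-linked genes (*Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*) in each of the 67 female and 74 male iWAT libraries, in CPM without TMM scaling on a log scale, by labelled sex. Each point is 1 library, and the dashed line at 56.1 CPM is the geometric mean of the medians of both labelled groups. The library labelled male of NZW/LacJ lies among the libraries labelled female, and those labelled female of BXD34/TyJ and BXD69/RwwJ lie at or above the level of the libraries labelled male.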

While gWAT exhibited widespread female-biased expression, iWAT showed moderate male-biased patterns (Figure 1C). 

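Of the 165 OXPHOS genes named in Figure 1C, 162 were tested in iWAT. At an adjusted p under 0.05, 59 of them were lower and 5 higher in females, and 48 and 5 when p was adjusted over the OXPHOS genes alone. The log2FC was above 0 for 23 of the 162 genes and below 0 for the others, with a median of -0.10 and a range from -0.42 to 0.58. For complex I, 24 of 63 genes were lower and 1 was higher in females. For complex IV, 15 of 45 were lower and 1 was higher, and for complex V, 7 of 24 were lower and 2 were higher. In complexes II and III, 5 of 8 and 3 of 16 genes were lower, and no gene was higher with or without adjustment.

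The largest male excess was that of *Atpaf2*, an assembly factor of complex V on chromosome 11 (GRCm38, 60400626 to 60418457). It had 51.1 ± 19.1 CPM in females and 66.4 ± 17.4 CPM in males (SD, n = 59 strains), with a log2FC of -0.42 (SE 0.0698, adjusted p = 7.91e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Higd1a* (log2FC -0.41), *Cox19* (-0.37), *Cox4i2* (-0.35) and the mitochondrially encoded *mt-Nd5* (-0.31) followed, with adjusted p between 2.51e-06 and 0.00344 in the same test with Benjamini-Hochberg adjustment. The largest female excess was that of *Cox6b2* on chromosome 7 (4751792 to 4753094), at 1.61 ± 0.556 CPM in females and 1.08 ± 0.442 CPM in males (SD, n = 59 strains; log2FC 0.58, SE 0.0768). *Atpif1*, the inhibitor of the ATP synthase, was higher in females in 53 of 59 strains, with 39.3 ± 9.68 against 27.99 ± 5.22 CPM (log2FC 0.47, SE 0.043). *Dmac2* (log2FC 0.25), *Atp5g1* (0.20) and *Cox7a2l* (0.14) were also higher in females.

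To give each strain 1 value, log2 CPM was averaged over the 162 genes in each library. This OXPHOS score was 5.79 ± 0.36 in females and 5.88 ± 0.28 in males (SD, n = 59). The difference between the sexes of a strain was -0.088 ± 0.39 (SD, n = 59), below 0 in 41 strains, and did not exceed the spread between strains (two-sided permutation test of signs, p = 0.0874, 0.131 after Benjamini-Hochberg adjustment over 3 scores). For the 13 mitochondrially encoded genes the difference was -0.11 ± 0.71 (p = 0.251), and for the 149 nuclear genes -0.087 ± 0.37 (p = 0.077, same permutation test). The gene set test camera compared the OXPHOS genes with all other genes. It gave p = 0.593 with the correlation between OXPHOS genes estimated from the data (0.65), and p = 0.000681 with that correlation fixed at 0.01. In the fit with no replicate block these p were 0.615 and 0.00186.

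With strain left out of the model (no replicate block), 33 OXPHOS genes were lower and 5 higher in females, and the p of the score was 0.142. The pairing is by strain, and the OXPHOS scores of the female and male library of a strain were correlated (Pearson's r = 0.27, permutation p = 0.0345; Spearman's rho = 0.25, p = 0.067), with r = 0.14 without the 2 strains farthest from the median. Scaling by library totals moved the counts most, to 19 genes lower and 28 higher, with a score difference of 0.02. Relative to the median of all genes, the median log2FC of the OXPHOS genes was -0.11 with either scaling. Without NZW/LacJ, whose library labelled male had Y-linked expression at the female level, 60 OXPHOS genes were lower and 5 higher. At equal expression of 5 adipocyte genes (*Adipoq*, *Plin1*, *Plin4*, *Cidec* and *Fabp4*) in the sexes, a linear fit over strains gave a score difference of 0.079 (SE 0.0557). From the log2FC of these genes in its heatmap, the paper states a moderate male bias in iWAT, and it sets this beside the higher mtDNA content and the trend to higher respiration in male iWAT.

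**Figure D2:**
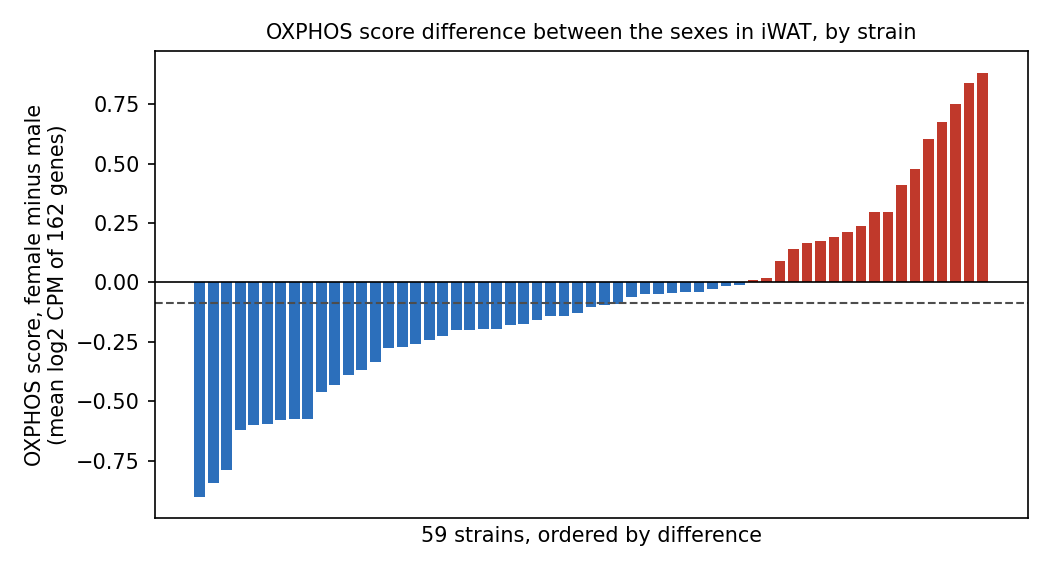
Difference in the OXPHOS score between the female and the male library of each of the 59 matched strains (mean log2 CPM of 162 genes, female minus male). Each bar is 1 strain, red where the female is higher and blue where the male is higher, and the dashed line is the mean of -0.088. The difference lies below 0 in 41 strains.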

To determine whether these transcriptional patterns were reflected at the functional level, we performed respirometry assays in gWAT and iWAT from SWR/J mice. As shown previously for other strains [21], female gWAT exhibited higher respiration for complex I (*log*_*2*_*FC = 1.2, p = 0.03*) and a trend toward higher complex IV activity (*log*_*2*_*FC = 2.0, p = 0.09*), while in iWAT, males showed a trend toward higher activity for both complex I (*log*_*2*_*FC = 0.85, p = 0.09*) and complex IV (*log*_*2*_*FC = 0.80, p = 0.19*; Figure 1D). These functional data align with the observed sex differences in mtDNA content and OXPHOS gene expression.

### 3.4 Mitochondrial DNA content in gWAT, but not iWAT is associated with metabolic traits in females

We then evaluated how mtDNA copy number correlates with metabolic traits across depots and sexes. In females, gWAT mtDNA levels inversely correlated with adiposity (*rho = -0.58, p < 0.001*), insulin, HOMA-IR (*rho = -0.39, p = 0.007*), and liver triglycerides (*rho = -0.34, p = 0.013*), consistent with a more favorable metabolic profile. In males, gWAT mtDNA also showed a significant inverse correlation with liver triglycerides (*rho = -0.45, p = 0.001*) and modest associations with adiposity (*rho = -0.31, p = 0.024*), and total cholesterol (*rho = -0.29, p = 0.044*). No significant associations were observed in iWAT for either sex. These findings, based on *n* = 3 per sex per depot, suggest a depot- and sex-specific relationship between mitochondrial abundance and systemic metabolism (Figure 1E).

### 3.5 Genetic regulation of mitochondrial genes is sex- and depot-specific

To explore the genetic regulatory mechanisms, we examined expression quantitative trait loci (eQTLs). As previously reported [4], a strong female-specific *trans*-eQTL hotspot on chromosome 17, regulating *Ndufv2*, regulates 89 mitochondrial genes in gWAT, including many OXPHOS subunits, and is associated with higher mtDNA content and mitochondrial function in females. Notably, this *trans*-eQTL was not detected in iWAT of either sex, indicating that genetic regulation of mitochondrial pathways is both sex- and depot-specific (Figure 2).

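In iWAT, the expression traits come from the 67 female and 74 male libraries, each from a different strain within a sex. *Ndufv2* (ENSMUSG00000024099) lies on chromosome 17 of GRCm38 from 66078638 to 66101559, on the minus strand. Its expression was 204 ± 37.8 TPM in female libraries (SD, n = 67), with a range from 38.2 to 284 TPM. In male libraries it was 204 ± 24.4 TPM (SD, n = 74), with a range from 127.2 to 293 TPM. These values include the 3 libraries whose summed Y-linked expression goes against their label. In the 59 matched strains, *Ndufv2* had 107.2 ± 42.6 CPM in females and 108.3 ± 27.6 CPM in males (SD), and the log2FC of -0.061 was smaller than its standard error of 0.064 (adjusted p = 0.419, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was -0.014 with no replicate block, and above 0 with library totals (0.049) and on log2(TPM + 1) (0.011). The genotypes used for the mapping are not analysed here.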

**Figure 2:**
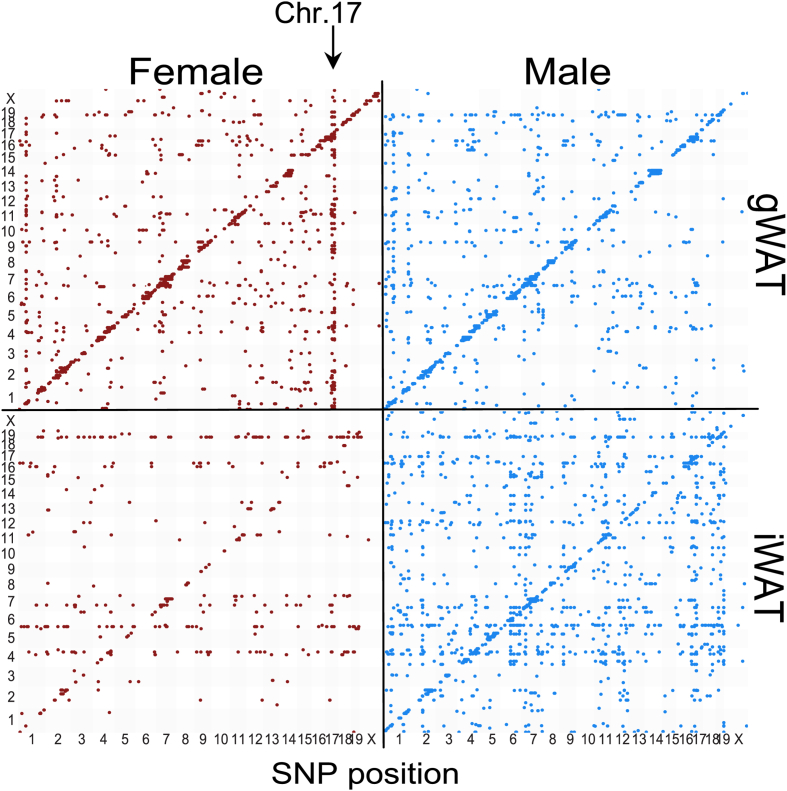
**Genetic mapping of mitochondrial gene expression reveals depot-specific *trans*-eQTL patterns.** Expression quantitative trait loci (eQTL) mapping of mitochondrial-related transcripts (MitoCarta3.0) was performed in gWAT and iWAT across HMDP strains (gWAT: 103 females, 112 males; iWAT: 67 females, 74 males). Each dot represents a significant SNP–gene association. *Cis*-eQTLs (*P* < 1 × 10^−5^), defined as SNPs within 1 Mb of the target gene, are shown along the diagonal. All other associations were considered trans-eQTLs (*P* < 1 × 10^−6^). Genetic mapping was performed using FaST-LMM.

### 3.6 Sex differences in futile cycle gene expression are depot-specific and cycle-specific

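In iWAT, 17 of the 18 genes shown in Figure 3 were tested for a sex difference across the 59 matched strains. At an adjusted p under 0.05, 9 genes were lower in females (*Ryr2*, *Gamt*, *Lipe*, *Mgll*, *Pnpla2*, *Pck1*, *Ckb*, *Gatm* and *Slc25a5*) and *Alpl* was higher. The other 7 tested genes (*Ucp1*, *Atp2a1*, *Atp2a2*, *Ryr1*, *Mpc1*, *Mpc2* and *Slc25a4*) had no difference past this threshold. *Sln* was removed by the filter on low counts, with no counts in 53 of 59 female and 58 of 59 male libraries.

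The ADP/ATP carrier gene *Slc25a5* on chromosome X (36795651 to 36798807) had 229.9 ± 45.4 CPM in females and 262 ± 49.4 CPM in males (SD, n = 59), and was lower in females in 44 strains (log2FC -0.19, SE 0.0447, adjusted p = 0.000184, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was -0.19 with no replicate block too. For its paralog *Slc25a4* the log2FC was -0.12 (SE 0.0587), with an adjusted p of 0.0737 in the same test with Benjamini-Hochberg adjustment. It passed the threshold with DESeq2 (adjusted p = 0.0488 with Benjamini-Hochberg adjustment). With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment it passed with the mitochondrially encoded genes left out of the totals and of TMM (log2FC -0.14, adjusted p = 0.0311) and without NZW/LacJ (log2FC -0.13, adjusted p = 0.0436). The sex differences of 26 BXD strains, which are recombinant inbred strains, were compared with those of the other 33 strains for each of the 18 genes and for the OXPHOS score. None of these 19 comparisons passed after Benjamini-Hochberg adjustment (permutation tests, lowest raw p = 0.059 for *Ckb*, adjusted p = 0.66).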

Futile cycles, as described in [22], showed distinct, depot-specific patterns of activation in our sex-biased gene expression analysis (Figure 3). In gWAT, *Ucp1*, encoding the canonical mitochondrial uncoupling protein, showed the strongest female-enriched expression among all tested genes (*log*_*2*_*FC = 3.67*, *p = 1.2e-15*), alongside elevated expression of calcium cycling genes involved in SERCA- RyR- SLN- mediated thermogenesis, including *Sln*, *Atp2a1* (SERCA1), and *Atp2a2* (SERCA2b), indicating a robust female thermogenic signature in this depot. In contrast, iWAT showed no sex bias in *Ucp1* and only mild male-biased expression for calcium cycling gene Ryr2 (*log*_*2*_*FC = -0.26, p = 1.3e-4*), indicating depot-specific thermogenic regulation. 

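*Ucp1* (chromosome 8, 83290352 to 83298452) varied over a wide range between libraries in both sexes, with 158 ± 463 CPM in females and 85.1 ± 236 CPM in males (SD, n = 59). Its median was 7.16 CPM in females and 9.57 CPM in males. It was higher in females in 26 of 59 strains. The log2FC was -0.0009 with a standard error of 0.422 (adjusted p = 0.999, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With strain left out of the model (no replicate block), the log2FC was 0.89 (SE 0.552) and did not pass the threshold either (adjusted p = 0.172 in the same test with Benjamini-Hochberg adjustment).

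*Ryr2* (chromosome 13, 11553102 to 12106945) had 4.93 ± 3.91 CPM in females and 9.35 ± 7.38 CPM in males (SD, n = 59) and was lower in females in 51 strains. The log2FC was -0.85 (SE 0.106, adjusted p = 4.1e-10, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and -0.92 with no replicate block. On the log2(TPM + 1) scale the log2FC of *Ryr2* was -0.26 with limma and with the paired t test, and on log2(TPM + 0.1) it was -0.39 with limma. The mean was 1.36 TPM in females and 1.93 TPM in males.

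*Atp2a2* had 213 ± 38.2 CPM in females and 215 ± 34.1 CPM in males (SD, n = 59), with a log2FC of -0.012 (SE 0.0371). With library totals in place of TMM it passed as higher in females (log2FC 0.096, adjusted p = 0.00359 in the same test with Benjamini-Hochberg adjustment), at a median log2FC of all genes of 0.12 in that setting. The genes *Atp2a1* and *Ryr1* varied widely, with single libraries at up to 5165 and 649 CPM and medians of 0.289 and 2.35 CPM in females. Their log2FC was -0.38 (SE 0.665) and -0.27 (SE 0.257), and changed sign to 1.68 and 0.88 with no replicate block. With all libraries and no replicate block, *Atp2a1* passed as higher in females (log2FC 1.53, adjusted p = 0.0413 in the same test with Benjamini-Hochberg adjustment). *Sln* had more than 3 counts in 3 of 59 female libraries and in no male library, with a highest count of 99, and no fold change is given for it.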

A similar pattern appeared in human GTEx subcutaneous adipose tissue: modest female enrichment in *UCP1* expression (*log*_*2*_*FC* = *0.54, p = 0.03*), and strong male bias in *RYR2* (*log*_*2*_*FC* = *-1.86, p = 2.4e-6)*.

**Figure 3:**
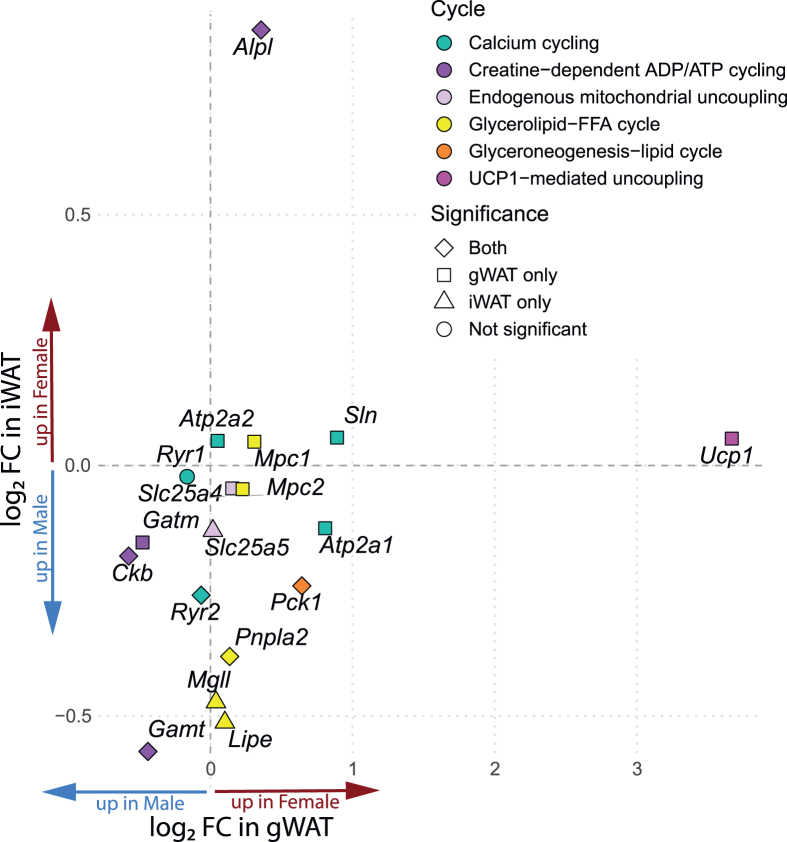
**Sex- and depot-specific differences in expression of ATP-consuming futile cycle genes.** Paired comparisons of gene expression between female and male mice in gWAT and iWAT for selected genes involved in ATP-consuming futile cycles. Values represent log_2_ fold change (female vs. male). Color indicates futile cycle category; symbol shape denotes significance based on paired t tests. iWAT, inguinal white adipose tissue; gWAT, gonadal white adipose tissue. (For interpretation of the references to colour in this figure legend, the reader is referred to the Web version of this article.)

Interestingly, *Alpl*, encoding tissue-nonspecific alkaline phosphatase (TNAP)- recently identified as a key mitochondrial phosphocreatine phosphatase that drives the futile creatine cycle-was the most strongly female-biased gene in iWAT (*log*_*2*_*FC = 0.87*, *p = 2.6e-16*), and modestly enriched in female gWAT (*log*_*2*_*FC = 0.36*, *p = 7.8e-9*). This pattern suggests that TNAP-mediated creatine cycling may contribute to thermogenesis in female iWAT, potentially serving a complementary role in the absence of sex differences in *Ucp1* expression, despite its known female-biased expression in gWAT. 

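*Alpl* (ENSMUSG00000028766) lies on chromosome 4 of GRCm38 from 137741733 to 137796384. In iWAT it had 19.0 ± 7.31 CPM in females and 9.35 ± 3.72 CPM in males (SD, n = 59 strains), and it was higher in the female in 53 of 59 strains. The log2FC was 1.02 (SE 0.0881, adjusted p = 1.54e-15, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was 1.02 with no replicate block as well, and between 1.01 and 1.04 in 12 fits that each left out 1 strain. The setting that moved it most was log2(TPM + 1), with 0.85. Among the Figure 3 genes tested, *Alpl* had the largest log2FC. Among all 16767 genes tested, 866 had a larger log2FC past the threshold, of which 665 were autosomal with a mean of at least 1 CPM. The mean log2 CPM of 9 mammary epithelial genes (*Epcam*, *Krt8*, *Krt18*, *Krt14*, *Krt5*, *Csn3*, *Wfdc18*, *Cldn3* and *Cldn7*) was also higher in females, in 58 of 59 strains. A linear fit over strains gave an *Alpl* difference of 0.23 (SE 0.27) at equal expression of these genes, against 1.01 without them. Only PL/J (-0.098) and NZW/LacJ (0.28) had nearly equal expression of these genes in the sexes, and the fit over the other 57 strains gave 0.27 (SE 0.343), extrapolated from strains with a female excess of at least 2.13 on the log2 scale. From the female excess of *Alpl*, the paper proposes that creatine cycling through TNAP may add to thermogenesis in female iWAT, with a possible complementary role where *Ucp1* does not differ between the sexes.

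**Figure D3:**
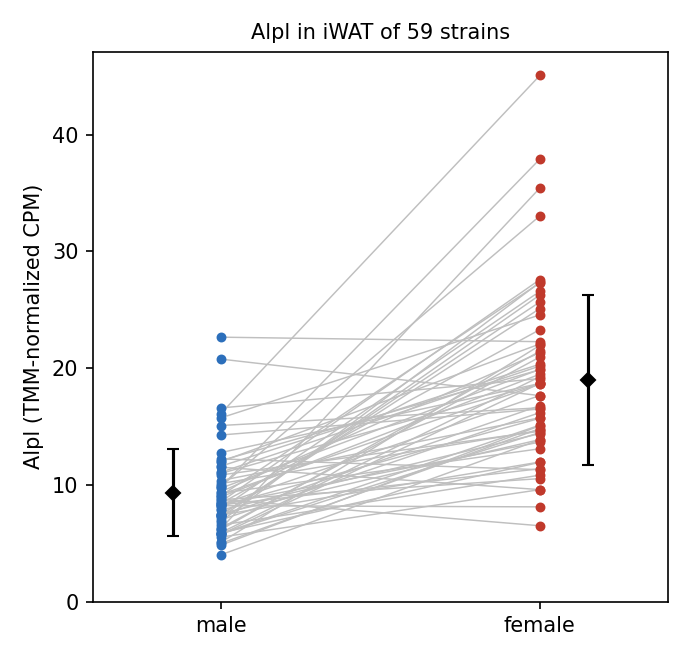
Expression of *Alpl* in the female and the male iWAT library of each of the 59 matched strains, in CPM. The pair of points of a strain is joined by a line, and the means of 19.0 CPM in females and 9.35 CPM in males are drawn as diamonds with their SD. The female library is higher in 53 of 59 strains.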

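The creatine synthesis gene *Gamt* (chromosome 10, 80258151 to 80261012) had 10.8 ± 6.75 CPM in female iWAT and 15.6 ± 5.83 CPM in male iWAT (SD, n = 59) and was lower in females in 47 strains. Its log2FC was -0.68 (SE 0.128, adjusted p = 8.62e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and -0.53 with no replicate block. *Gatm* (chromosome 2, 122594467 to 122611303), which encodes the enzyme of the preceding step, had 11.1 ± 5.69 CPM in females and 12.6 ± 4.84 CPM in males (SD, n = 59). It was lower in females in 39 strains, with a log2FC of -0.23 (SE 0.078, adjusted p = 0.00992 in the same test with Benjamini-Hochberg adjustment). The creatine kinase gene *Ckb* (chromosome 12, 111669361 to 111672338) had 20.3 ± 8.18 CPM in females and 25.9 ± 14.2 CPM in males (SD, n = 59). It was lower in females in 38 strains, with a log2FC of -0.27 (SE 0.0882, adjusted p = 0.00816 in the same test with Benjamini-Hochberg adjustment). The differences in mean CPM of *Gamt*, *Gatm* and *Ckb* were smaller than the spread between strains within a sex, while the test compares the sexes within strains. Those of *Gatm* and *Ckb* also depended on the settings. With library totals, *Gatm* had a log2FC of -0.12 and *Ckb* of -0.16, and with the paired t test on log2(TPM + 1) -0.15 and -0.18, none of which passed an adjusted p of 0.05. With no replicate block, *Gatm* did not pass (log2FC -0.18) and *Ckb* did (-0.35).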

Notably, other core genes of the creatine cycle (*Gamt*, *Gatm*, and *Ckb*), which regulate creatine synthesis and phosphorylation, were consistently male-biased in both depots. This highlights a potential functional divergence within the same pathway, where creatine synthesis enzymes are male-enriched, while the terminal ATP-consuming step via TNAP is female-enriched. Strikingly, this opposing female-enriched TNAP, male-enriched synthesis enzymes-was also observed in the GTEx database, supporting conserved sex dimorphism in creatine cycling (e.g., *log*_*2*_*FC*: *ALPL = 0.42, GATM/GAMT = -0.26, all p < 0.01*).

Beyond creatine cycling, we also examined other futile cycles relevant to lipid and energy metabolism. The glycerolipid-free fatty acid cycle also showed sex- and depot-specific regulation. 

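In iWAT, *Pck1* (chromosome 2, 173153048 to 173159273) had 1946 ± 957 CPM in females and 2477 ± 1320 CPM in males (SD, n = 59 strains). The log2FC was -0.30 (SE 0.129, adjusted p = 0.0417, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It passed the threshold with no replicate block (-0.35). It did not pass with library totals (-0.20), without a filter on low counts (-0.31), with limma on log2(TPM + 1) and log2(TPM + 0.1) or the paired t test (-0.25 for these 3), or with all libraries and no replicate block (-0.29), and in 6 of 12 fits that each left out 1 strain it did not pass. The pyruvate carrier genes *Mpc1* (chromosome 17, 8282904 to 8297661) and *Mpc2* (chromosome 1, 165460637 to 165481214) had log2FC of -0.015 (SE 0.101) and -0.10 (SE 0.101) in iWAT. Neither passed the threshold, with adjusted p of 0.91 and 0.392 in the same test with Benjamini-Hochberg adjustment. With no replicate block, these log2FC changed sign to 0.15 and 0.0086.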

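The lipase gene *Lipe* (chromosome 7, 25379527 to 25398710) had 840.2 ± 335 CPM in female iWAT and 1197 ± 295 CPM in male iWAT (SD, n = 59 strains). It was lower in females in 49 strains, with a log2FC of -0.58 (SE 0.0954, adjusted p = 4.69e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Mgll* (chromosome 6, 88724412 to 88828360) had 1324 ± 581 CPM in females and 1846 ± 621 CPM in males (SD, n = 59) and was lower in females in 47 strains, with a log2FC of -0.54 (SE 0.103). *Pnpla2* (chromosome 7, 141455198 to 141460743) had 1060 ± 413 CPM in females and 1398 ± 441 CPM in males (SD, n = 59) and was lower in females in 46 strains, with a log2FC of -0.43 (SE 0.0915). With no replicate block, the log2FC of *Lipe*, *Mgll* and *Pnpla2* were -0.51, -0.48 and -0.40, and these 3 genes passed an adjusted p of 0.05 in that fit too. The mean difference of the 3 genes within a strain was -0.53, and it followed the difference in 5 adipocyte genes. A linear fit over strains gave 0.028 (SE 0.0303) at equal expression of the adipocyte genes.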

In iWAT, male enriched expression of *Lipe* (encoding HSL), *Mgll* (MAGL), and *Pnpla2* (ATGL) suggests increased lipid cycling activity in males. Female gWAT showed higher expression of *Mpc1*, *Mpc2* (components of MPC1/MPC2 heterodimer responsible for transporting pyruvate into mitochondria), and *Pck1* (PEPCK-C, glyceroneogenesis–lipid cycle) suggests enhanced pyruvate import and glyceroneogenesis.

Together, these findings reveal depot- and sex-specific regulation of mitochondrial content and futile cycles, offering insight into the genetic and molecular mechanisms underlying adipose tissue function.

## 4 Discussion

This study extends previous findings on sex-specific regulation of adipose mitochondrial function by directly comparing gWAT and iWAT depots in a matched panel of genetically diverse mouse strains fed HF/HS diet. Despite comparable adiposity and fat distribution in 58 inbred mouse strains, male mice exhibited a more adverse metabolic profile, suggesting that sex differences in metabolic health are driven by intrinsic functional differences in adipose tissue rather than total fat mass or depot distribution. Notably, we observed a striking depot-specific inversion in sex-dependent mitochondrial and thermogenic gene regulation.

Earlier work established that females exhibit higher mitochondrial content and oxidative gene expression in gWAT [4]*,* a pattern that was not preserved in iWAT. Conversely, the mtDNA levels and OXPHOS gene expression were higher in male iWAT, indicating a depot-specific reversal in the direction of sex bias. Mitochondrial respiration followed a similar pattern: enhanced in female gWAT, as previously shown in other strains [21], and in male iWAT. These findings further emphasize that mitochondrial enhancement in gWAT is primarily linked to female metabolic protection. Notably, only gWAT mtDNA content correlated with improved metabolic traits in females, reinforcing the idea that mitochondrial function contributes to metabolic health in a depot- and sex-specific manner.

Previous work identified a strong female-specific *trans*-eQTL hotspot on chromosome 17 centered on *Ndufv2, that* regulates mitochondrial gene expression in gWAT, driving enhanced OXPHOS and mtDNA content in females [4]. This regulatory architecture was absent in iWAT. The lack of shared *trans*-eQTL architecture underscores the tissue-specific nature of genetic regulation, indicating that certain mitochondrial genes in iWAT are controlled by alternative pathways.

We next examined the expression of ATP-consuming futile cycle genes, implicated in thermogenesis and energy expenditure. iWAT is classically recognized as a beiging-prone depot with strong potential for browning and thermogenic activation in response to environmental or hormonal cues [14,15]. Under HF/HS conditions, however, we observed no sex difference in *Ucp1* expression, in contrast to the strong female-biased *Ucp1* expression in gWAT. This aligns with prior findings in chow-fed C57BL/6J mice, where females gWAT, but not iWAT, exhibited browning in response to β3-adrenergic stimulation, linked to greater sympathetic innervation [15]. Consistent with those findings, our data suggest that UCP1-mediated thermogenesis under metabolic stress remains largely restricted to female gWAT. Interestingly, *Alpl*, encoding TNAP, a key effector of the futile creatine cycle, was significantly higher in females in both depots, with a more pronounced sex difference in iWAT. Given that TNAP enables energy dissipation independent of UCP1 and is critical for thermogenesis in UCP1-deficient contexts [23,24], elevated *Alpl* in female iWAT may point to increased capacity for futile creatine cycle-mediated energy dissipation. In contrast, other core components of the creatine pathway (*Gamt*, *Gatm*, *Ckb*) were male-biased in both depots, suggesting that the synthetic machinery producing phosphocreatine (PCr) is more abundant in males, while the terminal, energy-dissipating step of the cycle (catalyzed by TNAP) is selectively enriched in females. While this suggests sex-specific decoupling of substrate supply and energy expenditure, functional validation (e.g., TNAP knockdown or thermogenic challenge studies) would be needed to confirm these mechanisms.

We observed significantly female-biased expression of *ALPL* in subcutaneous fat (*log*_*2*_*FC = 0.42, p = 2.7e-03*), alongside male-biased expression of the creatine biosynthesis enzymes *GAMT* and *GATM* (both *log*_*2*_*FC = -0.26; p = 1.4e-03* and *9.3e-03*, respectively) using age-adjusted, paired subcutaneous and visceral adipose tissue samples from the GTEx dataset. These results support a conserved regulatory mechanism across species and depots, though the functional consequences in humans remain to be explored. In male iWAT the expression of genes encoding key lipolytic enzymes involved in the glycerolipid/free fatty acid cycle was higher, suggesting enhanced capacity for lipid-fueled substrate cycling under nutrient-excess conditions. On the other hand, female gWAT displayed elevated expression of *Mpc1*, *Mpc2*, and *Pck1* suggesting enhanced pyruvate import and glyceroneogenesis. These data support a model in which female gWAT maintains tighter control of FFA flux via FFA recycling, while male iWAT may favor FFA release and substrate cycling as a means of energy dissipation. This pattern aligns with reports showing reduced MPC1 and MPC2 protein levels in iWAT from obese mice [25]. In humans, MPC1 expression was lower in subcutaneous adipose tissue from prediabetic females with impaired glucose regulation, while MPC2 was reduced in both sexes. Importantly, reduced MPC expression correlated with poorer glucose tolerance and higher adipose insulin resistance, highlighting a link between diminished MPC activity, impaired adipose function, and early features of metabolic disease [25]. The mitochondrial pyruvate carrier (MPC) facilitates pyruvate entry into mitochondria, where it serves as a key substrate for both de novo lipogenesis and glyceroneogenesis in WAT. These patterns support a model in which female gWAT maintains tighter control of FFA flux, while male iWAT is geared toward FFA release. Additionally, *Ucp1* and calcium cycling regulators (*Sln*, *Atp2a1*, *Atp2a2*) were elevated in female gWAT, supporting the concept that distinct combinations of futile cycles are deployed in a sex- and depot-specific manner to drive energy dissipation.

These differences may reflect underlying variations in hormonal signaling, sympathetic innervation, and mitochondrial function between fat depots. Thus, the coordinated activation of lipid, calcium, and creatine cycles across different fat depots and sexes highlights a flexible thermogenic system in which multiple pathways operate in parallel or compensate for one another depending on depot identity, sex, and physiological context. This supports the idea, that futile cycles are not ubiquitous but rather exhibit tissue- and sex-specific distributions, with their activity being context-dependent, inducible, and intimately regulated by environmental and hormonal cues.

This study has a few limitations. First, the use of bulk transcriptomic data does not allow resolution of cell type-specific gene expression within adipose tissue. Nonetheless, the observed sex- and depot-specific patterns were consistent and robust. Second, mitochondrial respiration was assessed in frozen samples from a single strain, which limits generalizability across the broader HMDP panel. However, the results aligned with transcriptomic differences, and in gWAT, they are further supported by data from fresh samples across multiple strains [21]. Third, the analysis focused on main sex effects without including interaction terms, in part due to limited power, although consistent patterns across depots support the findings. Finally, thermogenesis was not directly assessed *in vivo*, so the functional impact of the observed gene expression differences remains to be determined.

In summary, our systems genetics approach in the HMDP demonstrates that sex-specific regulation of adipose mitochondrial function and futile cycles is strongly depot-dependent. Genetically driven mitochondrial regulation in female gWAT, but not iWAT, appears central to female metabolic protection under HF/HS diet. Elevated *Alpl* expression in female iWAT may provide additional thermogenic flexibility through UCP1-independent mechanisms. Together, these findings suggest that female gWAT and male iWAT deploy distinct but complementary mechanisms to support metabolic flexibility and thermogenic potential, highlighting the importance of considering both depot and sex in adipose biology. While our findings highlight sex- and depot-specific regulation of mitochondrial function and futile cycles in mouse adipose tissue, and some of these patterns were also observed in human GTEx subcutaneous adipose tissue, extrapolation to humans should be done with caution. Mouse iWAT, the main subcutaneous depot, lacks a direct anatomical counterpart in humans, and the thermogenic capacity of human white adipose tissue is lower, with UCP1 expression largely limited in adults [1,2]. Future studies incorporating direct measurements of thermogenesis, gene-by-sex interaction models, and cell type-specific analyses may help uncover additional regulatory layers in iWAT and determine distinct mechanisms driving mitochondrial function in subcutaneous versus visceral fat.

## CRediT authorship contribution statement

**Dorota Kaminska:** Writing – review & editing, Writing – original draft, Visualization, Investigation, Formal analysis, Data curation, Conceptualization. **Calvin Pan:** Writing – review & editing, Formal analysis, Data curation. **Laurent Vergnes:** Writing – review & editing, Investigation, Formal analysis, Data curation. **Ashlyn Ro:** Writing – review & editing, Investigation. **Gurugowtham Ulaganathan:** Writing – review & editing, Investigation. **Aldons J. Lusis:** Writing – review & editing, Supervision, Resources, Project administration, Funding acquisition, Conceptualization.

## Authors' erelationships and activities

The authors declare that there are no relationships or activities that might bias, or be perceived to bias, their work.

## Contribution statement

DK conceived and designed the study, analyzed the data, and drafted the manuscript. CP contributed to data analysis and interpretation. LV performed and analyzed respirometry assays. AR and GU contributed to data collection. AJL supervised the project and contributed to manuscript revisions. All authors approved the final version.

## Funding statement

This work was supported by 10.13039/100000002NIH grants R01DK117850 and U54HL170326.

## Declaration of competing interest

The authors declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

## Data Availability

Gonadal fat microarray data used in this study are available in the NCBI Gene Expression Omnibus (GEO) under accession number GSE64768. Raw RNA-sequencing data for inguinal adipose tissue are available in the NCBI Gene Expression Omnibus (GEO) under accession number GSE304104. Phenotypic data from the Hybrid Mouse Diversity Panel (HMDP) will be made available from the corresponding author upon reasonable request. GTEx datasets are publicly available from the GTEx Portal (https://gtexportal.org/home/datasets).

How the deposited data were processed for this re-analysis (not part of the article)

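Gene expression in iWAT was measured by RNA-seq in male and female mice of the HMDP on the HF/HS diet. The data comprise 67 libraries from females and 74 from males of 82 strains. In 59 strains 1 female and 1 male library are present, 8 strains have only a female library and 15 only a male library. The sample labels give the sex and the strain of each library, and the tissue as iWAT follows from the paper's own numbers of iWAT libraries. The labels carry 1 mouse number per library, and each library was treated as 1 sample of its sex and strain. The gWAT microarrays, the mtDNA measurements, the respirometry, the genotypes and the human GTEx data are not analysed here.

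The authors sequenced stranded, paired-end libraries, quantified transcripts with kallisto against the Ensembl release 97 transcriptome of GRCm38 and summed them to genes with tximport. The deposited estimated counts are gene-level sums that were not normalized between libraries, and 30.3% of the values are not whole numbers because kallisto splits reads between the transcripts they match. The deposited TPM values are scaled by the authors for transcript length and add up to 1000000 in every library, so they carry no depth. Both tables list 36558 genes by Ensembl identifier. Of these, 35856 were paired with a symbol and coordinates through the GENCODE M21 annotation of GRCm38, which corresponds to Ensembl release 96. Because kallisto assigns reads by probability, reads of near-identical copies, such as processed pseudogenes and the X-linked and Y-linked copies of *Kdm5d* and *Uty*, can be split between them, and values of such genes are uncertain.

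Estimated counts per library ranged from 6269154 to 78562648 with a median of 30233245. At that median, 3 counts correspond to 0.0992 CPM, and in the shallowest library to 0.478 CPM, which was taken as the floor of detection. Mitochondrially encoded genes took from 3.99% to 29.9% of the counts of a library. Intervals and floors of this kind cover counting error only.

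Estimated counts were rounded to whole numbers. Genes were kept by edgeR's filterByExpr with sex as the group, which left 16767 genes. Counts were scaled by TMM, and sex was tested in the model ~ Strain + Sex with edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3). P-values were adjusted with the Benjamini-Hochberg method over all genes tested, and an adjusted p under 0.05 was called significant. The strain term takes the model of the paper's methods, in which the pair is the female and the male library of a strain as the labels name it. The same comparison without that term is reported as no replicate block beside it, with 33 OXPHOS genes lower and 5 higher in females at that setting. Expression is given as TMM-scaled CPM with the SD over strains, and the standard error of a log2FC was derived from the log2FC and the F statistic of its test. The CPM of the Y-linked genes in the check of the sex labels is not TMM-scaled and uses library totals. Scores are the mean log2 CPM over a list of genes in each library, with a prior count of 2, and their differences within strains were tested with two-sided permutation tests of signs with 100000 resamples. The gene set test camera is that of limma 3.58.1. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the scores, the permutation tests and the plots.

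The sequence of steps was tested on simulated counts. Counts were drawn for 16767 genes from the means and library sizes of the real libraries, with strain effects. Between the sexes, 200 genes were changed by a log2 change of 0.5 or 1, as many up as down. Of the 16747 genes that passed the filter, all 200 changed genes were called, and 10 unchanged genes were called as well, which is 4.76% of the calls. Genes were drawn independently with a single dispersion of 0.08. In the real data 5030 genes were lower and 4774 higher in females, genes vary together, and many log2FC are smaller than 0.5. The simulation does not show recovery or error rates under those conditions.

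The genes named in the text follow a rule fixed before the data were examined. They are every gene of Figure 3, *Ndufv2*, the 5 OXPHOS genes with the largest significant log2FC in each direction, the 5 autosomal genes with the largest significant log2FC in each direction and a mean of at least 1 CPM, and the genes of the marker and sex check lists. *Gm19220* falls outside this rule and was chosen after its values were seen. The OXPHOS list is the 165 genes named in Figure 1C, of which 3 were found through an older symbol. *Xist*, which was planned for the check of the sex labels, is not used here, and the check rests on Y-linked genes.

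Results were recomputed with DESeq2 1.42.0, with RLE size factors, with library totals in place of TMM, with the mitochondrially encoded genes left out of the totals and of TMM, without a filter, with at least 10 counts in every library, with limma-voom, with limma on log2(TPM + 1) and log2(TPM + 0.1), with the paired t test on log2(TPM + 1) for the Figure 3 genes, without the strain term, with all libraries without the strain term, without the strain in which a library's Y-linked genes go against its label, and for the OXPHOS score with the structural subunits only and with the median over genes. Leaving out each of the 59 strains in turn was limited to a seeded draw of 12 strains. Another pair of settings was added after seeing the data, namely limma on log2(TPM + 1) without that strain, and all libraries without the 3 whose summed Y-linked expression goes against their label. The fits on the mammary epithelial genes were also repeated without PL/J, and without PL/J and NZW/LacJ, after seeing the data.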

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

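The tests of the mammary epithelial and adipocyte genes against the genes with the largest female excess and against all genes, of the autosomal sex signature and of *Uty* were chosen after the results they bear on were seen. The other splits of the samples and the marker lists were set before the data were examined.

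Outside the OXPHOS genes of Figure 1C and the Figure 3 genes, 4962 genes were lower and 4768 higher in females at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 16588 genes tested). These genes are singled out because they lie outside those lists of the paper. They include genes of MitoCarta3.0, which the paper also uses in iWAT and which were not separated here. Other splits of the samples do not give such numbers. The sexes were swapped at random within strains in a drawn set of 1662 genes, of which 912 were significant with the real sexes. Of 100 splits, the real one included, 1 gave as many, and the highest other split gave 244. With library totals in place of TMM, the share of significant genes that were higher in females rose from 48.7% to 72.8% over all genes tested, so the balance of directions depends on the scaling. A candidate explanation is mammary epithelium in the female fat pad. The mean log2 CPM of 9 mammary epithelial genes was higher in females by 6.79 ± 2.19 (SD, n = 59; 58 of 59 strains; permutation test, p = 1e-05, the smallest that 100000 resamples can give, and 2.5e-05 after adjustment over 5 marker scores). With this score in a limma-voom model, 92 genes stayed significant, against 9714 without it. The score differs between the sexes in the same direction in all strains but 1, so that model cannot separate it from sex, and the pattern cannot be told apart from mammary epithelium in the sample. The score of 5 adipocyte genes was lower in females by 0.64 on the log2 scale (49 of 59 strains, permutation test, p = 1e-05, again the smallest possible). With it in the model 8445 genes were significant, so the number as such stayed high. The calls themselves changed among the OXPHOS genes, to 3 lower and 30 higher in females, against 59 and 5 without the score. A smaller share of adipocytes in females is thus not excluded as the source of particular calls.

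The 5 autosomal genes with the largest female excess were *Slc5a5* (log2FC 8.06), *Tmprss2* (7.71), *Krt18* (7.70), *Krt5* (7.58) and *Muc15* (7.56), of which *Muc15* was higher in females in 59 of 59 strains and the others in 58. The strain in which the others were not higher was PL/J. *Krt18* and *Krt5* are themselves on the list of mammary epithelial genes. Over the 67 libraries labelled female, the other 3 genes were set against the mammary epithelial score, in a family of 9 relations with permutation tests of 10000 resamples. The 67 include the libraries of BXD69/RwwJ and BXD34/TyJ, whose summed Y-linked expression goes against their label. No relation is given with these libraries left out by name. Pearson's r was 0.61 for *Slc5a5* (p = 0.0002, adjusted 0.000225), 0.65 for *Tmprss2* and 0.90 for *Muc15* (p = 0.0001 for both, the smallest possible, adjusted 0.00015). Spearman's rho was 0.36 (p = 0.0036, adjusted 0.00463), 0.29 (p = 0.0171, adjusted 0.0192) and 0.88 (p = 0.0001, adjusted 0.000225), with a mean of 0.51. Without the 2 libraries farthest from the median score, r fell to 0.28 for *Slc5a5* and *Tmprss2*, whose relation rests largely on those libraries, and was 0.89 for *Muc15*. The mean of 0.51 lies between the limits set for a decision. These relations cover differences among females, where the score varied little (SD 1.04 in the 59 matched strains) against its sex difference of 6.79. They therefore cannot decide where the sex difference comes from. Mammary epithelium may explain part or all of this pattern but is not shown to explain it, and a biological difference between the sexes cannot be told apart from it.

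The 5 autosomal genes with the largest male excess were *Sult1e1*, *C7* (log2FC -4.04), *Tph2* (-2.40), *Lipf* (-2.26) and *Tm4sf19* (-2.22). *Sult1e1* had at most 3 counts in each of the 59 female libraries and 7.13 ± 6.95 CPM in males (SD, n = 59), which makes it at least 73.5-fold lower in females. *C7* was lower in females in 59 of 59 strains. Neither a technical nor a biological explanation was tested for these 5 genes.

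The library labelled male of NZW/LacJ had 9.36 CPM on 4 Y-linked genes (*Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*), among the libraries labelled female, which had at most 35.7 CPM in 65 of 67 cases. The library labelled female of BXD69/RwwJ had 371.5 CPM and that of BXD34/TyJ 793.6 CPM, above the 164 CPM of the lowest of 73 libraries labelled male, that of PL/J. They are singled out because the sum of these genes goes against the label. A mislabelled sample was tested with an autosomal sex signature of 971 genes, 854 of them higher in females, scaled to 0 at the median of the libraries labelled male and 1 at the median of those labelled female. NZW/LacJ was at 1.22 and BXD69/RwwJ at -0.23, each at the level of the opposite label, which is consistent with mislabelled samples. On this scale 3 of the other 73 libraries labelled male lay above 0.5 and 5 of 65 labelled female below it. With only the genes of the signature that are lower in females, 11 of 73 and 13 of 65 did, and NZW/LacJ was at 1.70, BXD69/RwwJ at -0.42 and BXD34/TyJ at 0.51. BXD34/TyJ was at 0.57, between the sexes, so the signature does not decide for it. It is the shallowest library, with 6269154 counts. Its Y-linked signal came from *Uty* with 701 CPM and *Kdm5d* with 86.5 CPM, while *Ddx3y* with 2.28 CPM and *Eif2s3y* with 3.67 CPM were far below the lowest library labelled male, at 72.5 and 24.6 CPM. *Ddx3y* was within the range of the libraries labelled female (at most 2.41 CPM), *Eif2s3y* was above it (at most 1.32 CPM), and *Kdm5d* and *Uty* were above the highest library labelled male (81.3 and 56.3 CPM). The 4 genes thus match neither the libraries labelled male nor those labelled female, and do not decide on the label. It was tested whether *Uty* is raised where the pseudogene *Gm19220* takes many counts. Over 66 libraries labelled female, without BXD69/RwwJ, *Uty* and the share of counts on *Gm19220* had a Spearman's rho of 0.44 (permutation p = 0.0004) and a Pearson's r of 0.58 (p = 0.0001, the smallest that 10000 resamples can give), and r = 0.36 without the 2 libraries farthest from the median. Without BXD34/TyJ as well, rho was 0.41 (p = 0.001) and r was 0.47 (p = 0.0001) over 65 libraries. The female library of BXD27/TyJ had a larger share of counts on *Gm19220* than that of BXD34/TyJ (9.83% against 6.69%) and 26.2 CPM of *Uty*, so the share alone does not account for the 701 CPM. No biological explanation was tested for the 3 libraries.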

How the results depend on the processing

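*Alpl*, *Ryr2*, *Gamt*, *Slc25a5*, *Lipe*, *Mgll* and *Pnpla2* kept their direction and stayed past an adjusted p of 0.05 under each of the 15 settings that gave a value for them. Over these settings the log2FC ranged from 0.85 to 1.13 for *Alpl*, from -0.92 to -0.25 for *Ryr2*, from -0.71 to -0.49 for *Gamt*, from -0.22 to -0.084 for *Slc25a5*, from -0.63 to -0.43 for *Lipe*, from -0.58 to -0.43 for *Mgll* and from -0.46 to -0.33 for *Pnpla2*. In each of the 8 settings in which the sex difference of the Figure 3 genes and the OXPHOS score was compared between BXD and other strains, 0 of the 19 comparisons (18 with limma-voom) passed after adjustment. Unadjusted, 1 of them had a p under 0.05 without NZW/LacJ (0.0304) and 0 in the other 7 settings. In the 12 fits that each left out 1 strain, 0 passed after adjustment. Unadjusted, 1 comparison had a permutation p under 0.05 without BXD84/RwwJ (0.0244), I/LnJ (0.0307), C57BLKS/J (0.0384) or PL/J (0.0393).

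Library totals in place of TMM moved the OXPHOS results most. With them 19 OXPHOS genes were lower and 28 higher in females, against 59 and 5 (16 and 25 adjusted over the OXPHOS genes alone, against 48 and 5), and 2806 genes of all tested were lower and 7512 higher, against 5030 and 4774. The share of significant genes that were higher in females was 72.8% with library totals, 65.04% with limma on log2(TPM + 1) and 65.3% on log2(TPM + 0.1), against 48.7%. The OXPHOS score difference was 0.02 with library totals, that of the mitochondrially encoded genes 0.0024 and that of the nuclear genes 0.022, each reversed. Library totals also moved the median log2FC of all genes by 0.11. Relative to that median, the median of the OXPHOS genes was -0.11 with TMM, with library totals and with RLE size factors, and -0.087 with limma on log2(TPM + 1). Of the 19 genes lower under library totals, 19 were among the 59.

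With limma on log2(TPM + 1), 38 OXPHOS genes were lower and 15 higher (13 higher adjusted over the OXPHOS genes), and 2878 genes of all tested were lower. With limma on log2(TPM + 0.1), 37 were lower and 14 higher (13 adjusted over the OXPHOS genes), and 2855 of all tested were lower. With at least 10 counts in every library, 8 OXPHOS genes were higher. With no replicate block, 33 OXPHOS genes were lower and 5 higher (21 lower adjusted over the OXPHOS genes), and with all libraries and no replicate block 31 were lower (28 lower and 3 higher adjusted over the OXPHOS genes). With limma on log2(TPM + 1) and log2(TPM + 0.1), the median log2FC of all genes was 0.055 and 0.076, against 0.011 with TMM. Relative to that median, the median of the OXPHOS genes was -0.087 and -0.11, against -0.11 with TMM. The changed OXPHOS counts on the TPM scales thus go with a shift of all genes, as with library totals. For the other changes the cause was not tested. The difference in the OXPHOS score passed a p of 0.05 with the mitochondrially encoded genes left out of the totals and of TMM (-0.11, p = 0.0301) and with the median over genes (-0.12, p = 0.0376), within a range of p from 0.0301 to 0.561 over its alternatives. The difference in the nuclear score passed with the mitochondrially encoded genes left out of the totals (-0.11, p = 0.0241) and without a filter (-0.095, p = 0.0475), within a range of p from 0.0241 to 0.497.

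*Gatm* no longer passed with library totals (log2FC -0.12), limma on log2(TPM + 1) and the paired t test (-0.15 for both), limma on log2(TPM + 0.1) (-0.17), no replicate block (-0.18) and all libraries with no replicate block (-0.18). *Ckb* no longer passed with library totals (-0.16), limma on log2(TPM + 1) and the paired t test (-0.18 for both) and limma on log2(TPM + 0.1) (-0.19). The sign of *Ucp1*, whose log2FC was -0.0009, reversed with DESeq2 (0.0099), library totals (0.13), limma-voom (0.42), limma on log2(TPM + 1) and the paired t test (0.083 for both), limma on log2(TPM + 0.1) (0.012), no replicate block (0.89), all libraries with no replicate block (1.09) and without NZW/LacJ (0.097). None of these planned settings gave *Ucp1* an adjusted p under 0.05 (range 0.0576 to 0.996, each with Benjamini-Hochberg adjustment). The cause was not tested.

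Among single genes named in the text, *Atp2a1* reversed with no replicate block (1.68) and with all libraries and no replicate block (1.53), and passed as higher in females in the latter (adjusted p = 0.0413, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in a range from 0.0404 to 0.962 over its alternatives). *Ryr1* reversed in the same settings (0.88 and 0.77) without passing. *Atp2a2* reversed with library totals (0.096) and passed there as higher in females (adjusted p = 0.00359, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in a range from 0.00359 to 0.927 over its alternatives), although that value lies below the median log2FC of all genes in that setting (0.12). It also reversed, without passing, with at least 10 counts in every library (0.0057), limma on log2(TPM + 1) and the paired t test (0.043 for both) and limma on log2(TPM + 0.1) (0.044). *Mpc1* reversed with library totals (0.097), at least 10 counts in every library (0.0033), limma on log2(TPM + 1), the paired t test and limma on log2(TPM + 0.1) (0.067 for these 3), no replicate block (0.15) and all libraries (0.14). *Mpc2* reversed with library totals (0.011) and no replicate block (0.0086), and *Ndufv2* with library totals (0.049) and limma on log2(TPM + 1) and log2(TPM + 0.1) (0.011 for both). With library totals, the values of *Mpc1*, *Mpc2* and *Ndufv2* also lay below the median log2FC of all genes in that setting (0.12). Their reversals there thus go with a scaling that moved this median by 0.11. For the reversals in the other settings the cause was not tested. Over 29 genes named singly, which leave out *Alpl*, *Ucp1*, *Ryr2*, *Gamt*, *Gatm*, *Ckb*, *Lipe*, *Mgll* and *Pnpla2*, 403 values were computed under the alternatives, of which 363 kept direction and side of the threshold, 10 became weaker, 3 stronger and 27 reversed. The weaker ones were *Pck1* in 7 settings, *mt-Nd5* in 2 and *Dmac2* in 1, and the stronger ones *Slc25a4* in 3. *Pck1* did not pass with library totals, without a filter, with limma on both TPM scales, with the paired t test and with all libraries and no replicate block, with and without the 3 libraries whose summed Y-linked expression goes against their label (adjusted p with Benjamini-Hochberg adjustment from 0.0187 to 0.131 over its alternatives). Of the genes left out of this count, *Ucp1* reversed in 11 of 14 settings, and *Gatm* was weaker in 8 of 15 and *Ckb* in 4 of 15. *Sln* passed without a filter (adjusted p = 0.00731, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), where 3 female libraries had more than 3 counts, and did not pass with the paired t test on log2(TPM + 1) (mean difference 0.055, Benjamini-Hochberg adjusted p = 0.286 over the 18 genes). These adjusted p are the range over the settings that tested it.

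A pair of settings was chosen after seeing the data. With limma on log2(TPM + 1) without NZW/LacJ, 15 OXPHOS genes were higher (13 adjusted over the OXPHOS genes), 3193 genes of all tested were lower, *Gatm* no longer passed (-0.17), and *Ucp1* (0.23), *Atp2a2* (0.038), *Mpc1* (0.066) and *Ndufv2* (0.012) reversed. With all libraries without the 3 whose summed Y-linked expression goes against their label, and no replicate block, 33 OXPHOS genes were lower (29 adjusted over the OXPHOS genes), *Gatm* no longer passed (-0.19), and *Atp2a1* (1.58), *Ryr1* (0.80) and *Mpc1* (0.15) reversed. *Atp2a1* passed there as higher in females (adjusted p = 0.0404, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the lowest in its range from 0.0404 to 0.962). In that setting *Ucp1* was higher in females (1.21, adjusted p = 0.0365, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), against a range of adjusted p from 0.0365 to 0.996 over all its alternatives. The cause was not tested.

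Leaving out 1 strain at a time was done for 12 strains drawn at random and not for all 59 strains. Over these 12 fits the number of OXPHOS genes lower in females ranged from 48 to 71 and higher from 5 to 6 (adjusted over the OXPHOS genes from 36 to 64 lower and 5 higher in each fit), and that of all genes from 4948 to 5151 lower and 4666 to 4938 higher. The OXPHOS score difference ranged from -0.10 to -0.075 and the nuclear one from -0.10 to -0.075, each past a p of 0.05 in 1 fit, and that of the mitochondrially encoded genes from -0.13 to -0.082. The log2FC ranged from 1.01 to 1.04 for *Alpl*, -0.89 to -0.83 for *Ryr2*, -0.70 to -0.64 for *Gamt*, -0.25 to -0.22 for *Gatm*, -0.29 to -0.24 for *Ckb*, -0.60 to -0.55 for *Lipe*, -0.56 to -0.50 for *Mgll* and -0.45 to -0.40 for *Pnpla2*, with no change of direction or call. *Ucp1* ranged from -0.084 to 0.071 and *Mpc1* from -0.045 to 0.015, with a reversed sign in 8 and 2 of the 12 fits. *Pck1*, from -0.32 to -0.26, no longer passed in 6 of them. *Slc25a4*, from -0.13 to -0.10, kept its direction and changed its call in 1 of them. The cause was not tested.

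The depth limits the results for genes near the floor of 3 counts. For *Sln* no log2FC on counts is given, and for *Sult1e1*, at the floor in every female library, only a lower bound of the fold. With at least 10 counts in every library, *Ucp1*, *Atp2a1* and the 10 autosomal genes with the largest differences were removed and have no value.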

Differences from the paper's values

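For *Ryr2*, the paper's log2FC in iWAT is -0.26 and the value here is -0.85 (SE 0.106). Of the alternatives set before the data were examined, limma on log2(TPM + 1) and the paired t test on log2(TPM + 1) gave -0.26 and closed the gap. The others did not, with -0.39 for limma on log2(TPM + 0.1), -0.65 for all libraries with no replicate block and -0.74 for library totals as the nearest. Limma on log2(TPM + 1) without NZW/LacJ, which was chosen after seeing the values, gave -0.25 and also closed it.

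For *Alpl*, the paper's log2FC in iWAT is 0.87 and the value here is 1.02 (SE 0.0881). The settings on log2(TPM + 1), with limma and with the paired t test, gave 0.85 and closed the gap. None of the other alternatives set before the data were examined did. Without NZW/LacJ, a setting chosen after seeing the values, limma on log2(TPM + 1) gave 0.86, which is also within the paper's value.

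The other values of the paper for iWAT come from its plot of the Figure 3 genes. For *Ucp1* the paper's log2FC is about 0.055 in Fig. 3, read by eye, and the value here is -0.0009 (SE 0.422). The signs were the same as in the paper with DESeq2, library totals, limma-voom, limma on both TPM scales, the paired t test and without NZW/LacJ, and in 8 of 12 fits that each left out 1 strain, and they were not with RLE size factors, with the mitochondrially encoded genes left out of the totals or without a filter. Without the strain term the log2FC of *Ucp1* was 0.89 (no replicate block) and 1.09 (all libraries), farther from the paper's value than the standard error.

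For *Atp2a2* the paper's log2FC is about 0.05 in Fig. 3, read by eye, and the value here is -0.012 (SE 0.0371). It was 0.043 with limma on log2(TPM + 1) and the paired t test and 0.044 with limma on log2(TPM + 0.1), which closed the gap, and the other alternatives set before the data were examined did not. For *Mpc1* the paper's log2FC is about 0.05 in Fig. 3, read by eye, against -0.015 here (SE 0.101). The values differ in sign and by less than the standard error. The sign was the paper's with library totals, at least 10 counts in every library, limma on both TPM scales, the paired t test, no replicate block, all libraries and in 2 of 12 fits that each left out 1 strain, and not with the others. With no replicate block (0.15) and with all libraries (0.14), the value lay farther from the paper's than -0.015 does.

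For *Slc25a4* the paper's log2FC is about -0.045 in Fig. 3, read by eye, and the value here is -0.12 (SE 0.0587). Library totals, limma on both TPM scales, the paired t test (-0.05), no replicate block (-0.08) and all libraries closed the gap, and the others did not. For *Slc25a5* the paper's log2FC is about -0.13 in Fig. 3, read by eye, against -0.19 here (SE 0.0447). Limma on both TPM scales and the paired t test gave -0.13 and closed the gap, and the others did not. For *Gatm* the paper's log2FC is about -0.15 in Fig. 3, read by eye, against -0.23 here (SE 0.078). The gap was closed with library totals, at least 10 counts in every library, limma-voom, limma on both TPM scales, the paired t test (-0.15), no replicate block (-0.18), all libraries and in 7 of 12 fits that each left out 1 strain, and not with the others.

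For *Gatm*, Figure 3 marks significance in gWAT only, and here the adjusted p in iWAT was 0.00992 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the paired t test on log2(TPM + 1), with which *Gatm* does not pass, the Benjamini-Hochberg adjusted p over the 18 genes was 0.123. The paper gives 58 strains with matched sexes, and 59 are used here.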

Other observations

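The tests of gene length and expression level, of the share of counts on *Gm19220*, of skeletal muscle and of the pseudocount for *Ryr2*, and of the adipocyte score in the model over all genes, and the fits without PL/J, were chosen after the results they bear on were seen. The tests of the marker lists for *Alpl*, for *Lipe*, *Mgll* and *Pnpla2*, for the OXPHOS score and for *Sln*, *Atp2a1* and *Ryr1* were not. The sample labels give no sequencing batch, so none was tested. Differences below are female minus male within a strain on the log2 scale, and each covariate was tested through the intercept of a linear fit over the 59 strains, which is the difference expected where the covariate does not differ between the sexes.

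The female excess of *Alpl* may reflect mammary epithelium in the female inguinal fat pad. The difference was 1.01, and at equal expression of the 9 mammary epithelial genes it was 0.23 (SE 0.27), and 0.26 (SE 0.299) without NZW/LacJ. Only 1 strain, PL/J, had no female excess of those genes (-0.098), followed by NZW/LacJ (0.28). The libraries labelled male of these strains had the lowest Y-linked expression of those labelled male, at 164 CPM in PL/J and 9.36 CPM in NZW/LacJ. The sex contrast is thus itself in doubt for NZW/LacJ. For PL/J, whose value lies below the male median of 315 CPM, a mixed sample was not tested and is not ruled out. The difference was 0.24 (SE 0.302) without PL/J and 0.27 (SE 0.343, 95% confidence interval from -0.41 to 0.96) without both strains. In the latter fit no strain had a female excess below 2.13, so the value is extrapolated. Lymph node tissue does not account for it. At equal expression of 6 lymph node genes the difference was 1.06 (SE 0.0846). A biological difference, such as the creatine cycling the paper proposes, is thus not told apart from mammary epithelium by these bulk data.

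The male excess of *Lipe*, *Mgll* and *Pnpla2* may reflect a larger share of adipocyte RNA in males. The mean difference of the 3 genes was -0.53, and at equal expression of the 5 adipocyte genes it was 0.028 (SE 0.0303), and 0.036 (SE 0.0323) without NZW/LacJ. The 3 genes are themselves expressed in adipocytes, and the fit cannot tell a change in the number of adipocytes from a change in expression that all these genes share. The adipocyte genes also differed by unlike amounts, with log2FC of -0.33 (*Adipoq*), -0.53 (*Fabp4*), -0.61 (*Plin1*), -0.72 (*Cidec*) and -0.95 (*Plin4*). Their score thus does not measure the share of adipocytes alone, and fits on single adipocyte genes were not made. With the adipocyte score in a limma-voom model, 3 OXPHOS genes were lower and 30 higher in females, against 59 and 5 without it.

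For the OXPHOS score, the difference of -0.088 changed to 0.079 (SE 0.0557) at equal expression of the adipocyte genes, and to 0.11 (SE 0.0581) without NZW/LacJ. This may reflect a smaller share of adipocyte RNA in females or a change in expression shared with the adipocyte genes. It was -0.072 (SE 0.0527) at equal library size and -0.072 (SE 0.0512) at an equal share of counts on *Gm19220*, which kept 81.8% and 81.4% of the difference (80.1% and 80.5% without NZW/LacJ). These values lie just over the limit of 80% set for a decision and their standard errors are large, so neither is firmly excluded. At equal expression of the mammary epithelial genes it was -0.12, but with a standard error of 0.169, larger than the difference itself, and without PL/J and NZW/LacJ it was -0.091 (SE 0.215). With the mammary epithelial score in the limma-voom model, 0 OXPHOS genes were lower and 0 higher after adjustment (3 and 1 at an unadjusted p under 0.05). That score is higher in females in 58 of 59 strains and cannot be separated from sex, so mammary epithelium is not ruled out. The difference did not pass a p of 0.05 to begin with (permutation test, p = 0.0874). At equal expression of 6 genes of brown or beige adipocytes it was -0.068 (SE 0.0345), which kept 76.9% of the difference, and without NZW/LacJ it was -0.078 (SE 0.033), which kept 87.6%. The first value lies below and the second above the limit of 80% set for a decision, so the outcome depends on that strain. The mean over those 6 genes showed no difference between the sexes (-0.088 ± 1.26, SD, n = 59, lower in females in 38 strains, permutation test, p = 0.594, adjusted over 5 marker scores 0.597), but it averages genes that differ in opposite directions. *Otop1* (log2FC -0.69), *Ppargc1a* (-0.31) and *Cpt1b* (-0.40) were lower and *Elovl3* (0.95) was higher in females, with adjusted p from 0.000181 to 0.0388 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A biological explanation of the OXPHOS difference cannot be told apart from these other explanations.

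The number of OXPHOS genes with a sex difference was also set against other splits. The sexes were swapped at random within strains, and of 100 splits, the real one included, 1 gave as many OXPHOS genes as the real one, which gave 63 in this fit. The highest other split gave 9. Gene length and expression level were tested on the median log2FC of the list and not on this number of genes. The median of -0.10 lay at the 0.12 percentile of 10000 random lists of 162 genes matched on mean expression and length. The medians of these lists were centred on -0.034, with a central 95% range from -0.074 to 0.0089. Genes of the list vary together, which random lists do not reflect, and genes are not replicates. Gene length and expression level are thus not firmly excluded.

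*Sln*, *Atp2a1* and *Ryr1* are set against 8 skeletal muscle genes (*Acta1*, *Ckm*, *Myh4*, *Myh1*, *Mylpf*, *Tnnt3*, *Tnni2* and *Tnnc2*), since pieces of muscle could explain why single libraries are far above the others. Within each sex, Pearson's r with the muscle score ranged from 0.25 (*Sln* in 74 male libraries, p = 0.0943) to 0.96 (*Atp2a1* in male libraries, p = 0.0001, the smallest that 10000 resamples can give), and from 0.31 to 0.94 without the 2 libraries farthest from the median. Spearman's rho ranged from 0.17 (p = 0.19) to 0.73 (p = 0.0001), with a mean of 0.47 over the 6 relations. After Benjamini-Hochberg adjustment over 9 relations the p of rho was 0.19 for *Sln* in males and at most 0.00463 for the others. The mean of 0.47 decides nothing, since it includes *Sln* in males, which had no counts in 58 of the 59 matched male libraries and can hardly show a relation. For *Atp2a1* and *Ryr1* alone, r was between 0.88 and 0.96, and between 0.74 and 0.94 without the 2 libraries farthest from the median, with rho between 0.37 and 0.73, which is in line with muscle in single libraries. No biological explanation was tested for them. For *Ryr2*, muscle does not account for the difference, which was -0.83 and stayed at -0.84 (SE 0.105) at equal expression of the muscle genes.

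The log2FC of *Ryr2* was -0.26 on log2(TPM + 1) and -0.39 on log2(TPM + 0.1), against -0.85 on counts. A pseudocount of 1 on the low TPM values of this gene may explain part of the gap, but the value with the pseudocount of 0.1 lies between the limits set for a decision, and it does not reach the value on counts. The means without a pseudocount were 1.36 and 1.93 TPM in females and males, against 4.93 and 9.35 CPM. The sex difference is thus smaller on the TPM scale itself, which corrects for transcript length, while the fit on counts does not. The effect of transcript length was not tested separately.

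*Gm19220*, a processed pseudogene on chromosome 12 of GRCm38 from 40893485 to 40894287, took 30.1% of the TPM total in the female library of BXD27/TyJ, 14.8% in the male library of BXA24/PgnJ, 14.1% in the male library of PL/J and 11.0% in the female library of BXD34/TyJ, against a median of 1.2% over all libraries. Of these libraries, only that of PL/J belongs to a matched strain. These 4 libraries also had the fewest counts of all libraries, at 12057946, 11747373, 20568201 and 6269154 in the order named. No explanation was tested for these shares.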
